# A comprehensive analysis of microRNA alteration in an ApoE(−/−) mice model of white adipose tissue injury induced by chronic intermittent hypoxia

**DOI:** 10.3389/fgene.2025.1474223

**Published:** 2025-03-26

**Authors:** Jinjie Zhang, Yaopeng Guo, Meilin Ji, Shu Lin, Dexin Liu, Qingshi Chen

**Keywords:** microRNA, chronic intermittent hypoxia, white adipose tissue dysfunction, miRNA sequencing, bioinformatics analysis

## Abstract

**Background:**

MicroRNAs (miRNAs) represent a class of noncoding small RNAs and are implicated in many diseases. However, the role of miRNA in obstructive sleep apnea (OSA)-induced white adipose tissue (WAT) dysfunction remains to be fully elucidated. Using miRNA sequencing (miRNA-seq), we uncovered the miRNA expression profiles in chronic intermittent hypoxia (CIH)-induced WAT dysfunction mice.

**Methods:**

We established an apolipoprotein-deficient (ApoE−/−) CIH mouse model and identified differentially expressed miRNAs (DEmiRs) using miRNA-seq technology. With the help of Gene Ontology (GO) functional enrichment and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses, we determined the biological functions of these DEmiRs. In addition, RT-qPCR was performed for further evaluation of the sequencing data. Finally, we constructed a conserved negative correlation (CNC) network to expound the relationship between miRNA and target genes.

**Results:**

Overall, 13 miRNAs were found to be upregulated and 18 miRNAs downregulated in the CIH-induced mouse model of WAT dysfunction. KEGG pathway analysis results indicated that the lysosome pathway participated in CIH-induced WAT dysfunction. Then, eight miRNAs were shortlisted for RT-qPCR validation. Based on the data, we chose these DEmiRs to construct a miRNA–mRNA regulatory network.

**Conclusion:**

Overall, we identified 31 DEmiRs in the ApoE−/− CIH mouse model. Our findings may play a major role in explaining the pathophysiological mechanisms of WAT dysfunction induced by obstructive sleep apnea.

## 1 Introduction

Obstructive sleep apnea (OSA), a sleep disorder syndrome characterized by upper respiratory collapse during sleep, which induces chronic intermittent hypoxia (CIH) in the body. Previous studies have shown that the distribution proportion of OSA in middle-aged men and women is 34% and 17%, respectively (Yeghiazarians et al., 2021). OSA often leads to several complications, such as neuroinflammation (Liu et al., 2020), cardiac diseases (Bouzerda, 2018; Diamond and Ismail, 2021; Song et al., 2020), metabolic diseases (Liguori et al., 2019; Parati et al., 2016), and changes in gut microbiota (Durgan, 2017; Kuvat et al., 2020; Lv et al., 2023). Although there has been great progress in people’s understanding of OSA nowadays, there are also far more complications related to OSA than imagined, such as white adipose tissue (WAT) dysfunction (Gozal et al., 2017a; Varela-Guruceaga et al., 2020). Furthermore, it is difficult to separate obesity from OSA, as obesity and OSA often overlap and enhance each other, further worsening the condition (Kuvat et al., 2020). To date, the molecular mechanisms of OSA-associated WAT dysfunction remain unclear.

MicroRNAs (miRNAs) are a class of small noncoding RNAs that function in posttranscriptional regulation of gene expression. They are powerful regulators of various cellular activities including cell growth, differentiation, development, and apoptosis. Recently, as posttranscriptional regulators, miRNAs have been found to play a key role in fibrosis and cirrhosis (Gao et al., 2022a; Hochreuter et al., 2022a; Zhou et al., 2014). Furthermore, miRNAs also participate in cardiovascular disease (Kim et al., 2018; Li et al., 2019). In addition, miR-125b-5p in exosomes derived from adipose stem cells mitigates ferroptosis in pulmonary microvascular endothelial cells through the Keap1/Nrf2/GPX4 pathway in sepsis-related lung injury (Shen et al., 2023). However, the mechanism and role of miRNA in OSA-induced WAT dysfunction has not been well elucidated yet.

In the current study, we first used miRNA-seq technology to identify the miRNA expression profile of CIH-induced WAT dysfunction in a mouse model. Then, Gene Ontology (GO) and KEGG analyses were utilized to analyze the differential expression of mRNA targeting function, followed by RT-qPCR validation. Finally, we constructed a regulatory network for miRNA–mRNA based on the above results. This study contributes to a more detailed description of the WAT dysfunction mechanism associated to OSA.

## 2 Methods

### 2.1 Animals

Male ApoE-deficient mice were acquired from Guangdong Yaokang Biotechnology Co., Ltd. All experiments were approved by the Institutional Animal Care and Use Committee of the Second Affiliated Hospital of Fujian Medical University, China.

### 2.2 CIH samples

The ApoE-deficient mice were randomly divided into the CIH and the control group. We adopted the modeling approach from our earlier study (Chen et al., 2019). The mice were placed in cages equipped with gas control systems, which could alter nitrogen, oxygen, and air concentrations. Next, we simulated CIH in mice by controlling the inspiratory oxygen fraction to decrease oxygen from normal levels (21%) to approximately 6% within 60 s, followed by reoxygenation to normal levels within the next 60 s. The duration of CIH treatment was 8 weeks, during which oxygen level was measured by an O_2_ concentration monitor.

### 2.3 microRNA extraction and sequencing

All RNAs were extracted from injured mice WAT of the CIH models. The extracted RNA samples were subjected to agarose gel electrophoresis and NanoDrop quality inspection and quantification, after which RNA-seq library was constructed. Its quality was determined using an Agilent 2100 Bioanalyzer. The mixed sequencing libraries of different samples were denatured with 0.1M NaOH to generate single-stranded DNA, which was then sequenced on an Illumina sequencer following the manufacturer’s instructions.

### 2.4 Bioinformatics data analysis

We used GO enrichment analysis and the KEGG pathway to analyze the advanced functions of differentially expressed miRNA (DEmiR)-targeted genes. GO analysis organizes genes into hierarchical categories and reveals gene regulatory networks based on biological processes and molecular functions. KEGG analysis offers an analysis of gene signal transduction and disease pathways, thereby providing a foundation for gene function and pathway research. These analyses were based on information from the GO resource (http://www.geneontology. org) and the KEGG database (http://www.genome.jp/kegg/), using Cytoscape 3.10.1 software. *P* < 0.05 was considered statistically significant enrichment.

### 2.5 RT-qPCR

First, we reverse-transcribed all samples from all RNA to cDNA. We selected U6 small nucleolar RNA as the internal control. Subsequently, RT-qPCR was performed three times. The expression of tissue miRNAs was revealed after CIH treatment by RT-qPCR. Gene expression was analyzed using the 2^−ΔΔCT^ method. 

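Each gene-specific primer of the RT-qPCR assays was matched to the 2202 miRNA hairpins that GENCODE release M21 annotates on the mouse genome build GRCm38, to state which hairpins carry the sequence that the assay reads. A gene-specific primer covers most of a mature miRNA and begins with added bases, mostly G, that are not part of it. The 16 bases TTAGCTTATCAGACTG of the mmu-miR-21c primer were found in the hairpin Mir21c alone, and the last 15 of them, TAGCTTATCAGACTG, were also found in the hairpin Mir21a. The 16 bases TTCCCTTTGTCATCCT of the mmu-miR-211-5p primer were found in both Mir211 and its paralog Mir204. The 16 bases ATTGGGAACATTTTGC of the mmu-miR-450b-3p primer were found in both Mir450b and Mir450-1. The 16 bases ATAAAGCTAGATAACC of the mmu-miR-9-3p primer were found in the 3 hairpins Mir9-1, Mir9-2 and Mir9-3. The matched parts of the primers for mmu-miR-411-3p (GTATGTAACACGGTCCA), mmu-miR-18a-3p (ACTGCCCTAAGTGCTC), mmu-miR-1843a-3p (TCTGATCGTTCACCTC) and mmu-miR-181b-1-3p (GCTCACTGAACAATG) were each found in 1 hairpin. The reverse transcription primers, which add to the specificity of such assays, were not examined.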

The sequences of PCR primers were presented in Table 1.

**TABLE 1:** Primers used for RT-qPCR analysis.

Gene	Sequence (5’->3′)	Length (bp)
U6	F:5′GCTTCGGCAGCACATATACTAAAAT3′ R:5′CGCTTCACGAATTTGCGTGTCAT3′	89
mmu-miR-21c	GSP:5′GGGGGTTAGCTTATCAGACTG3′ R:5′GTGCGTGTCGTGGAGTCG3′	65
mmu-miR-411-3p	GSP:5′GGGGTATGTAACACGGTCCA3′ R:5′GTGCGTGTCGTGGAGTCG3′	64
mmu-miR-211-5p	GSP:5′GGTTCCCTTTGTCATCCT3′ R:5′CAGTGCGTGTCGTGGAG3′	64
mmu-miR-18a-3p	GSP:5′GGGAACTGCCCTAAGTGCTC3′ R:5′GTGCGTGTCGTGGAGTCG3′	65
mmu-miR-1843a-3p	GSP:5′GGGCTCTGATCGTTCACCTC3′ R:5′GTGCGTGTCGTGGAGTCG3′	64
mmu-miR-181b-1-3p	GSP:5′GGGGGCTCACTGAACAATG3′ R:5′GTGCGTGTCGTGGAGTCG3′	64
mmu-miR-9-3p	GSP:5′GGGGGGATAAAGCTAGATAACC3′ R:5′ GTGCGTGTCGTGGAGTCG3′	66
mmu-miR-450b-3p	GSP:5′GGGATTGGGAACATTTTGC3′ R:5′GTGCGTGTCGTGGAGTCG3′	63

### 2.6 Prediction of target genes of identified CIH-related miRNAs

In order to detect the potential functions of these DEmiRs, miRNA–mRNA networks were constructed using mRNAs predicted by at least two databases and a visualized network between miRNA and mRNA established using Cytoscape software.

### 2.7 Statistical analysis

Data were expressed as mean ± standard deviation (SD) from independent experiments and statistical analysis performed using SPSS (version 19.0) and Prism 7.0 (GraphPad). We compared the two groups using unpaired Student's t-test. Differences were considered significant at *p* < 0.05.

## 3 Results

### 3.1 Differential expression of miRNAs

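Small RNA libraries from WAT of ApoE-deficient mice were sequenced for 3 mice kept under CIH for 8 weeks and 3 control mice. ApoE-deficient mice lack apolipoprotein E, which clears lipoproteins from the blood, and they develop high blood cholesterol and atherosclerosis. CIH exposes the animals to repeated cycles of low and normal oxygen and models the hypoxia of OSA. In miRNA-seq, adapters are ligated to small RNAs, and the reads of each mature miRNA are counted. The authors deposited the number of reads they counted on each of 707 mature miRNAs in each library, without normalization. The total was 1365868, 4783768 and 792870 counts in control libraries 1, 2 and 3, and 1577952, 737514 and 636963 counts in CIH libraries 1, 2 and 3. The medians were 1365868 counts in the control group and 737514 in the CIH group. At least 1 count was found for 487, 552 and 636 miRNAs in the control libraries and for 640, 631 and 649 in the CIH libraries, in the same order. The most abundant miRNA of a library took between 20.7% and 34.9% of its counts, so that the level of every other miRNA, as a share of the total, depends on it. The paper's text describes the library construction and the sequencing, and does not name the adapter trimming, the aligner, the miRNA database release or the handling of reads that match several miRNAs. The counts list the miRNAs by the accession of the mature sequence, and the files do not pair these accessions with miRNA names.

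From these counts, the 633 miRNAs with at least 10 counts summed over the 6 libraries were compared between the groups with edgeR's quasi-likelihood test after TMM normalization, which corrects the library totals for differences in composition. The TMM factors lay between 0.575 in control 1 and 1.45 in CIH 3. DEmiRs were counted in 2 ways. The first used the Benjamini-Hochberg adjusted p-value. The second, called the study's criteria here, used an unadjusted p-value under 0.05, the level of the statistics section, with a change of at least 1.5-fold, where the lines of Figure 1B lie. The statistics section names an unpaired Student's t-test with this level, and the p-value used here is that of edgeR's test. The paper's text does not say which test was applied to the sequencing counts, and it gives no fold cutoff for DEmiRs. A count of 0 allows up to 3 counts in a library, and this floor covers counting error only.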

Using miRNA-seq, we confirmed the DEmiRs in the mouse model of WAT dysfunction induced by CIH. We found 31 differentially expressed miRNAs, of which 13 were upregulated while 18 were downregulated. 

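By the study's criteria, 16 of the 633 miRNAs tested were DEmiRs, of which 3 were upregulated and 13 were downregulated in the CIH group. An unadjusted p-value under 0.05 was reached by these 16 miRNAs, 2.53% of those tested. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 0 miRNAs had a p-value under 0.05, and the adjusted p-value of all 16 was 0.882. The CIH and control libraries did not overlap for 10 of the 16 DEmiRs. Over all miRNAs tested, 51 (8.06%) had groups that did not overlap, and chance gives 10% for 3 libraries against 3 where no counts are tied. Ties at 0 counts, which some of these miRNAs had, lower the share that chance gives. The 8.06% therefore does not show fewer separated miRNAs than chance. In 8 of the 16 DEmiRs, every library of one group was at or under the floor of 3 counts.

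The number of DEmiRs depended on single libraries in both directions. Without CIH 3, 1 miRNA met the study's criteria, and without CIH 1 or CIH 2, 6 did in each case. Without control 3, 238 miRNAs met the study's criteria, of which 163 were upregulated and 75 were downregulated, and 118 had an adjusted p-value under 0.05. With library totals in place of TMM normalization, 6 miRNAs were upregulated and 7 were downregulated, and the median log2 fold change of all miRNAs tested was 0.33 in place of 0.07. Upper-quartile factors gave 1 upregulated and 38 downregulated miRNAs, library sizes without the 5 most abundant miRNAs gave 7 and 9, and limma voom gave 68 and 7.

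The upregulated miRNA with the smallest p-value, MIMAT0025148, had 3.56 ± 0.982 TMM-normalized CPM, the counts scaled to a common library size (SD, n = 3) in the control group and 15.7 ± 4.47 (SD, n = 3) in the CIH group. Its log2 fold change was 2.11 (standard error 0.66, adjusted p = 0.882 from edgeR's quasi-likelihood test). Its counts were 2, 15 and 5 in the control libraries and 21, 10 and 18 in the CIH libraries. Another of the 3 upregulated DEmiRs had the same control counts and 22, 8 and 17 counts in the CIH libraries. These 2 may count largely the same reads, so they may not be separate signals. MIMAT0004527, which was also upregulated, had 0, 0 and 1 counts in the control libraries and 4, 5 and 6 in the CIH libraries. Its level in the CIH group was at least 2.09-fold higher than the floor of the control group. The downregulated miRNA with the smallest p-value, MIMAT0014822, had 2, 18 and 3 counts in the control libraries and 0 in each CIH library, and its level in the control group was at least 1.08-fold higher than the floor of the CIH group. MIMAT0000679 had 6676, 271 and 56 counts in the control libraries and 18, 17 and 32 in the CIH libraries. Its log2 fold change was -6.99 (standard error 2.32, adjusted p = 0.882 from the same test). Control 1 held 98.7% of its summed normalized level in the control group, and without control 1 its log2 fold change was -1.34. Of the 13 downregulated DEmiRs, 5 had over 80% of the summed control level in control 1. From the comparison of the 2 groups, the paper states its list of DEmiRs and takes it on to GO and KEGG analysis, RT-qPCR and a miRNA-mRNA network.

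**Figure D1:**
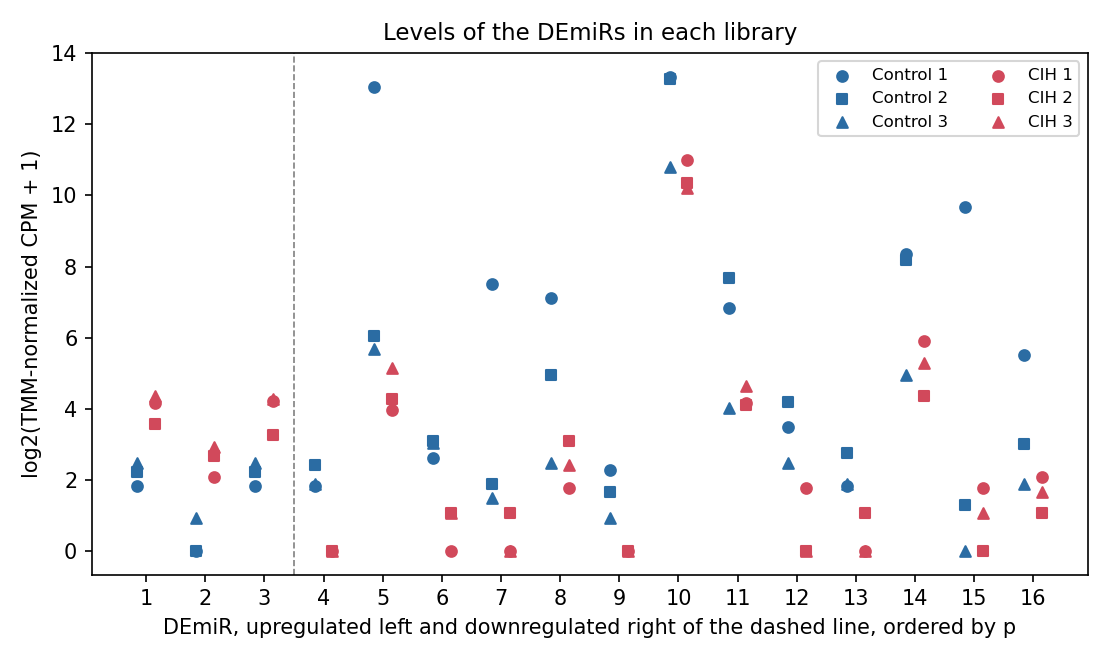
Level of each of the 16 DEmiRs in each library, as log2 of TMM-normalized CPM plus 1; blue points are the 3 control libraries, red points the 3 CIH libraries, and each shape is a replicate number. The 3 upregulated DEmiRs stand left of the dashed line and the 13 downregulated ones right of it, each ordered by p-value.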

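The 6 libraries were clustered by average linkage on the Pearson correlation of log2 CPM (prior count 2) over the 633 miRNAs tested, a set that was not chosen for a difference between the groups. These correlations are across miRNAs, which are not independent replicates. The 2 main clusters were control 1 with control 2, and control 3 with the 3 CIH libraries. Control 1 and control 2 correlated at 0.832, and control 3 correlated with them at 0.604 and 0.660. Control 3 correlated with CIH 1, CIH 2 and CIH 3 at 0.956, 0.971 and 0.957, and the CIH libraries correlated with each other at 0.949 to 0.969. The mean correlation within groups exceeded the mean correlation between groups by 0.0569, and 4 of the 10 ways to split the 6 libraries into 3 and 3 gave a difference as large (one-sided exact permutation test, p = 0.4, where the smallest p that the design allows is 0.1). The difference changed sign, to -0.0167 and -0.0135, without CIH 2 and without CIH 3, and it was 0.250 without control 3. Without control 3, the 2 main clusters were control 1 with control 2, and the 3 CIH libraries. In that case 1 of the 10 splits gave a difference as large (same permutation test, p = 0.1, the smallest possible). Without any other single library, control 3 stayed in the cluster of the CIH libraries. With all 6 libraries and the 238 miRNAs with at least 10 counts in every library, the 2 main clusters were control 2 alone and the other 5 libraries. Over the 16 DEmiRs, which were chosen for the group difference, control 1 separated from the other 5 libraries.

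**Figure D2:**
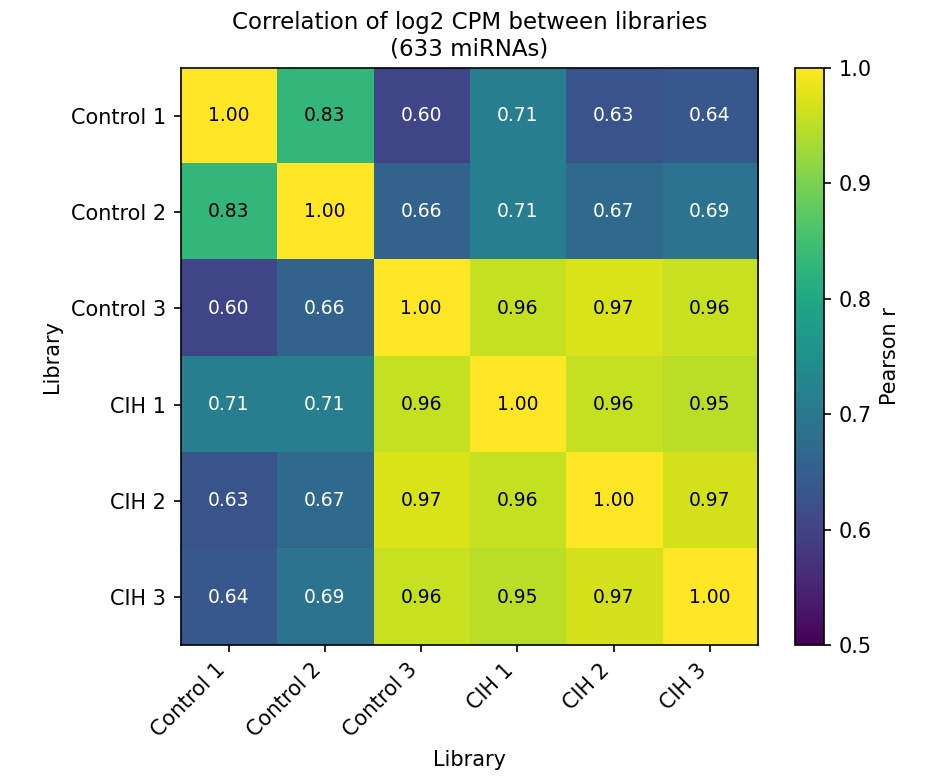
Pearson correlation of log2 CPM between each pair of libraries over 633 miRNAs. Both axes list the 6 libraries, and the color and the number in each cell give the correlation; control 3 correlates with the CIH libraries at 0.956 to 0.971 and with the other control libraries at 0.604 and 0.660.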

Hierarchical clustering analysis and volcano plot analysis of all differentially expressed miRNAs are displayed in Figure 1A, B, respectively. 

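The 8 miRNAs that the study took on to RT-qPCR were located by matching the primers of Table 1 to the hairpins of GENCODE release M21 on GRCm38. Because the counts are listed by accession, these positions were not joined to the counts. Of the miRNAs that the study reports as upregulated, mmu-miR-21c comes from Mir21c on chromosome 8 (128278148 to 128278225, minus strand), which lies in no annotated host gene. The hairpin Mir211 lies on chromosome 7 (64205806 to 64205911, plus strand) in an intron of Trpm1. Mir18, the hairpin of mmu-miR-18a-3p, lies on chromosome 14 (115043851 to 115043946, plus strand) in an exon of the noncoding gene Mir17hg, with 5 other miRNA genes within 10 kb. The mature sequence of mmu-miR-9-3p is encoded by Mir9-1 on chromosome 3 (88215598 to 88215686), Mir9-2 on chromosome 13 (83738814 to 83738885) and Mir9-3 on chromosome 7 (79505264 to 79505353), so reads of it do not tell these loci apart. Mir9-1 and Mir9-3 lie in introns of the noncoding genes Gm3764 and Mir9-3hg, and Mir9-2 lies in an exon of the noncoding gene C130071C03Rik.

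Of those reported as downregulated, Mir411 lies on chromosome 12 (109710175 to 109710256, plus strand) with 14 other miRNA genes within 10 kb. Mir1843a lies on the same chromosome (80391613 to 80391677, minus strand) in an intron of Dcaf5, where the annotation also has an exon of the small RNA gene Scarna3b. Mir181b-1 lies on chromosome 1 (137966639 to 137966718, plus strand) in an exon of the noncoding gene A430106G13Rik and an intron of Gm4258. Mir450b lies on chromosome X (53047997 to 53048078, minus strand) with 6 other miRNA genes within 10 kb.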

Chromosomal distribution of these DEmiRs is shown in Figure 1C. 

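The group means of CPM, scaled by library totals, were compared on a log2 scale with a pseudocount of 1 for all 707 miRNAs. The Pearson correlation between the CIH and control means was 0.951 and Spearman's rho was 0.926. Both are across miRNAs, which are not independent replicates, and no test was made. On this scale, which understates the change of low miRNAs, 273 miRNAs were over 1.5-fold higher in the CIH group, 140 were over 1.5-fold lower, and 294 lay between these limits. The median difference was 0.34, and with TMM factors it was 0.11, with 242 miRNAs higher and 197 lower. Without control 3 the correlation was 0.724, and without control 1 the number of higher miRNAs was 181. Between single libraries, 462 to 575 miRNAs differed by over 1.5-fold in the 3 pairs of control libraries, 293 to 483 in the 3 pairs of CIH libraries, and 286 to 601 in the 9 pairs of one control and one CIH library.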

Scatter plots were utilized to illustrate gene expression variation between the CIH and control groups (Figure 1D).

**FIGURE 1:**
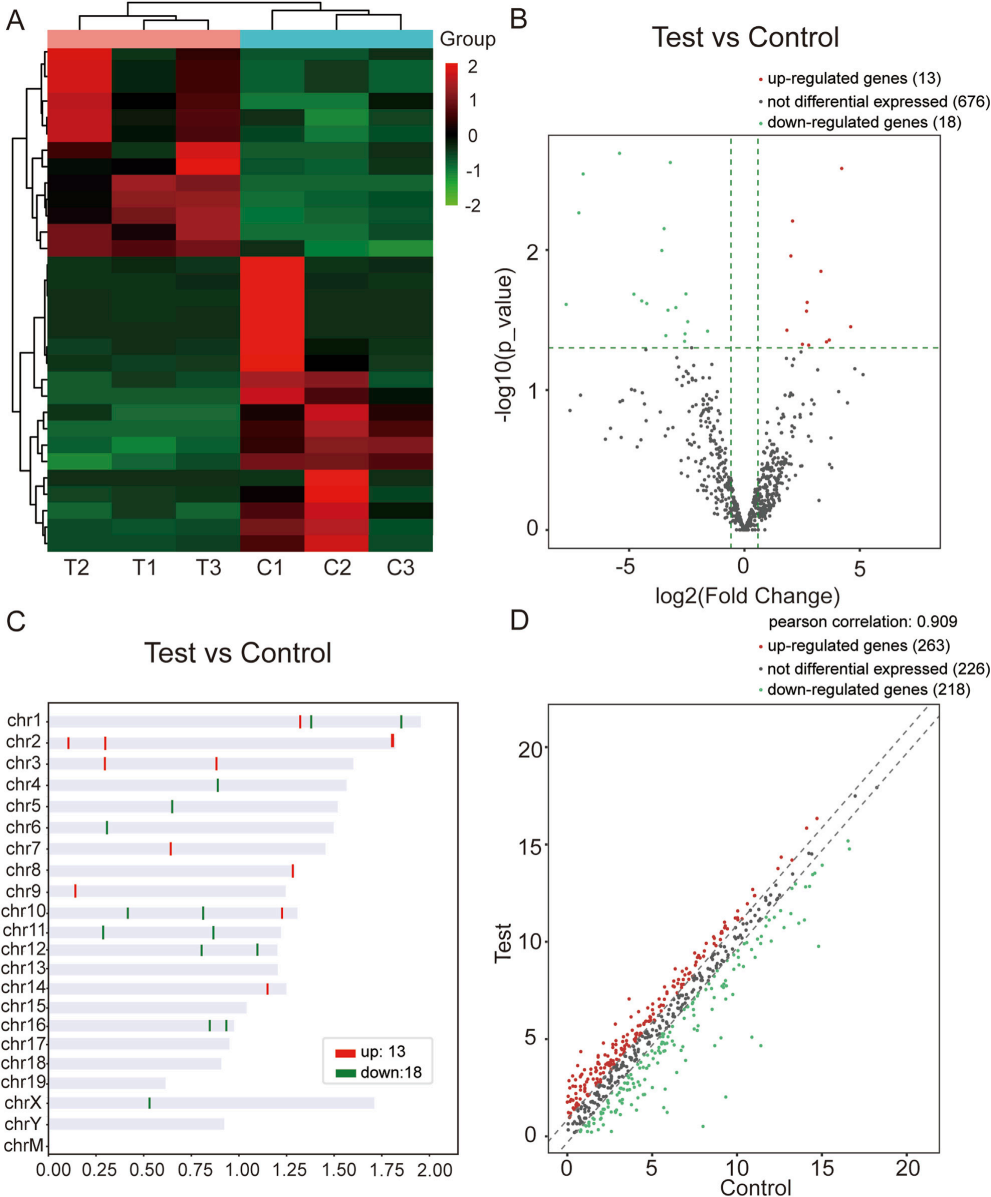
miRNA-seq data corresponding to the DEmiRs. **(A)** Hierarchical clustering analysis of DEmiRs in WAT from the CIH and control groups. The color scheme indicates upregulated miRNAs in red and downregulated miRNAs in green, allowing visualization of miRNA expression patterns across samples. **(B)** Volcano plot of DEmiRs. This plot highlights the most significant changes in miRNA expression between the CIH and control groups. Red dots represent upregulated miRNAs, while green dots represent downregulated ones. The X-axis represents the fold change, and the Y-axis represents the statistical significance of the changes (log10 of *P*-value). **(C)** Chromosomal distribution of DEmiRs. The figure shows the chromosomal locations of the upregulated (red) and downregulated (green) miRNAs. This distribution provides insights into the genomic context of these miRNAs within the mouse genome. **(D)** Scatter plot of gene expression variation between the CIH and control groups. The scatter plot illustrates the expression differences between the CIH and control groups. Red dots represent miRNAs that were upregulated in CIH, and green dots indicate those that were downregulated. The plot visually summarizes the overall gene expression changes.

### 3.2 GO and KEGG analysis

To better elucidate the potential function of DEmiRs in the pathogenesis of CIH-induced WAT dysfunction, we utilized GO analysis to make a detailed explanatory note of targeted genes. The results confirmed that these DEmiRs mainly participate in the following domains: biological process, cellular process, and molecular function (Figures 2A,B). All these findings demonstrated that these DEmiRs play specific roles in CIH-induced WAT dysfunction. In addition, we identified 71 KEGG pathways for all DEmiRs. The top 10 pathways of up- and downregulated DEmiRs are listed in Figures 3A, B, including the lysosome pathway, insulin signaling pathway, the CGMP–PKG signaling pathway, and the CAMP signaling pathway.

**FIGURE 2:**
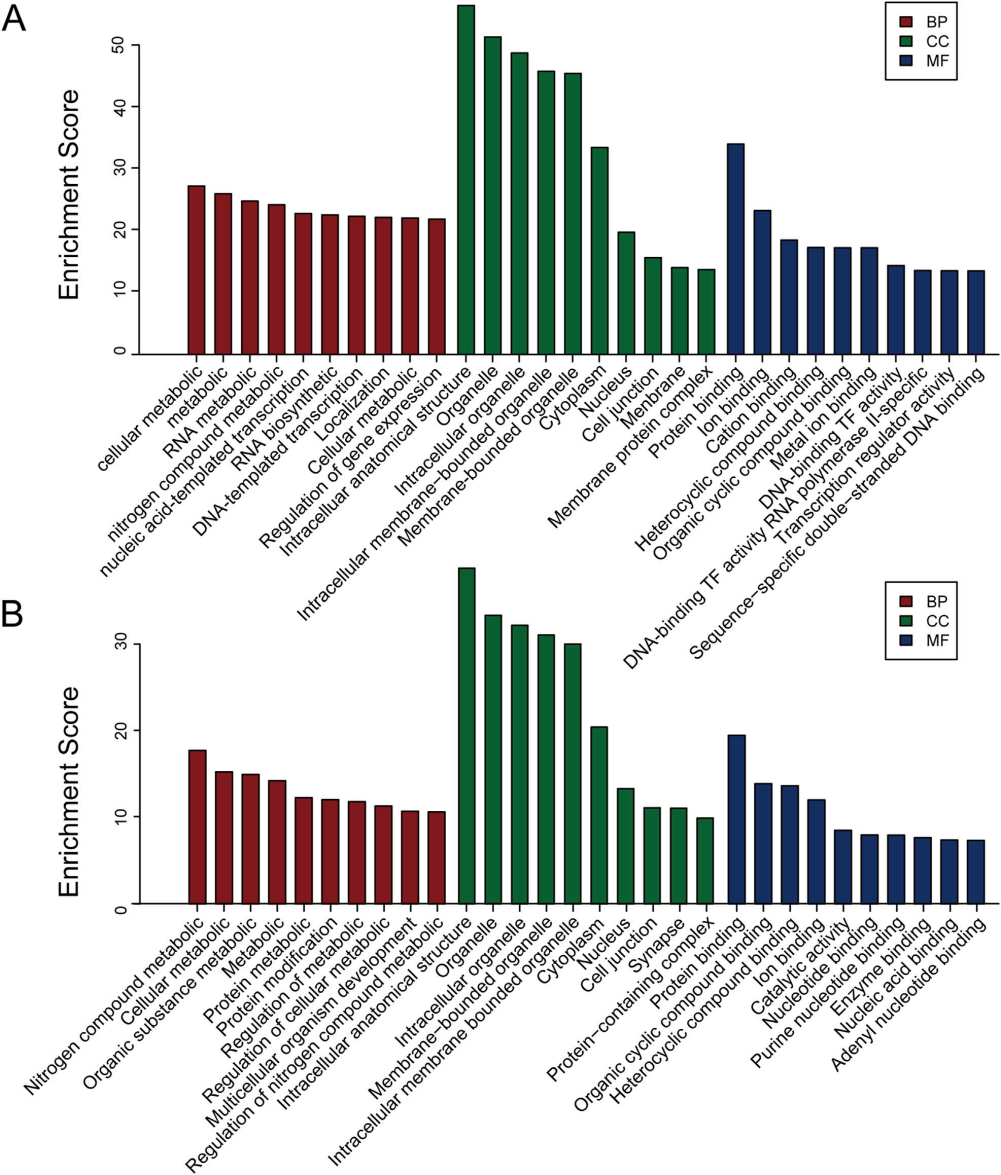
GO analysis of the target genes of DEmiRs. **(A)** GO analysis for the target genes of upregulated DEmiRs. This analysis categorizes the biological processes, cellular components, and molecular functions associated with the upregulated miRNAs. The most enriched GO terms suggest that these miRNAs may be involved in various metabolic and inflammatory processes in CIH-induced WAT dysfunction. **(B)** GO analysis of the target genes of downregulated DEmiRs. Similar to **A**, GO analysis of the downregulated miRNAs identifies biological pathways and functions potentially impacted by the reduction in miRNA expression. These findings are indicative of miRNA-mediated regulatory networks affecting cellular processes critical to WAT function.

**FIGURE 3:**
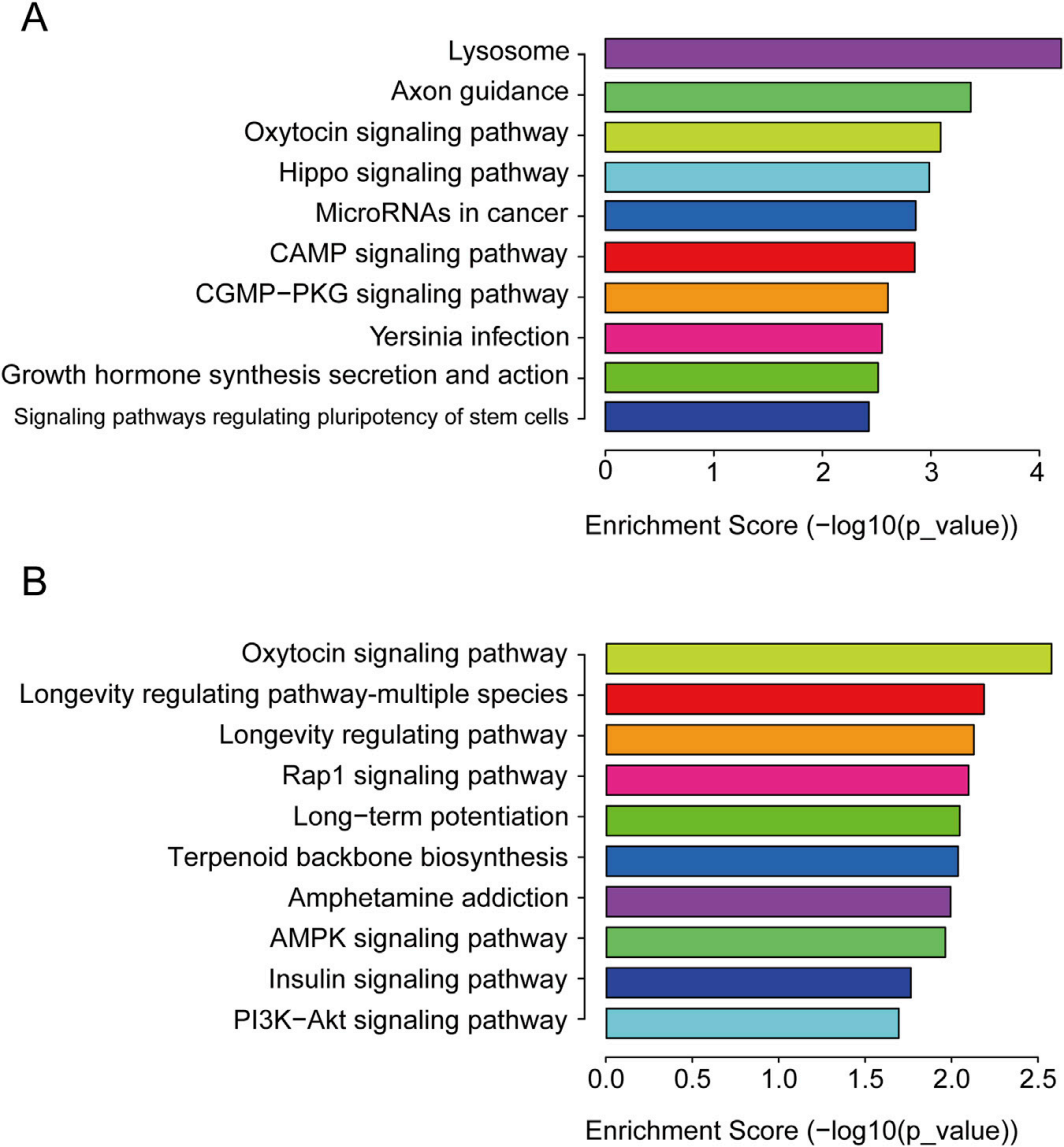
KEGG pathway. **(A)** KEGG pathway analysis of the target genes of upregulated DEmiRs. The top 10 pathways enriched for upregulated miRNAs are shown, highlighting key signaling pathways, such as the lysosome and insulin signaling pathways, that are likely disrupted in CIH-induced WAT dysfunction. These pathways are involved in cellular degradation, metabolism, and tissue remodeling. **(B)** KEGG pathway analysis of the target genes of downregulated DEmiRs. This panel shows the top 10 pathways enriched for downregulated miRNAs. The analysis reveals pathways involved in cellular stress response and lipid metabolism, which are crucial for understanding the metabolic alterations associated with WAT dysfunction under CIH conditions.

### 3.3 Validation of DEmiRs using RT-qPCR

Several DEmiRs were selected to determine the expression levels using RT-qPCR. The results showed that four RNAs (mmu-miR-211-5p, mmu-miR-9-3p, mmu-miR-21c, and mmu-miR-18a-3p) were upregulated and four RNAs (mmu-miR-1843a-3p, mmu-miR-181b-1-3p, mmu-miR-411-3p, and mmu-miR-450-3p) were downregulated, which was consistent with our sequencing results (Figure 4). This indicated reliability of the sequencing data results. However, the RT-qPCR results for mmu-miR-9-3p showed only a minimal increase, which is inconsistent with the miRNA-seq findings. This discrepancy may be attributed to the differences in sensitivity between the two techniques, and potential biological variability in the samples.

**FIGURE 4:**
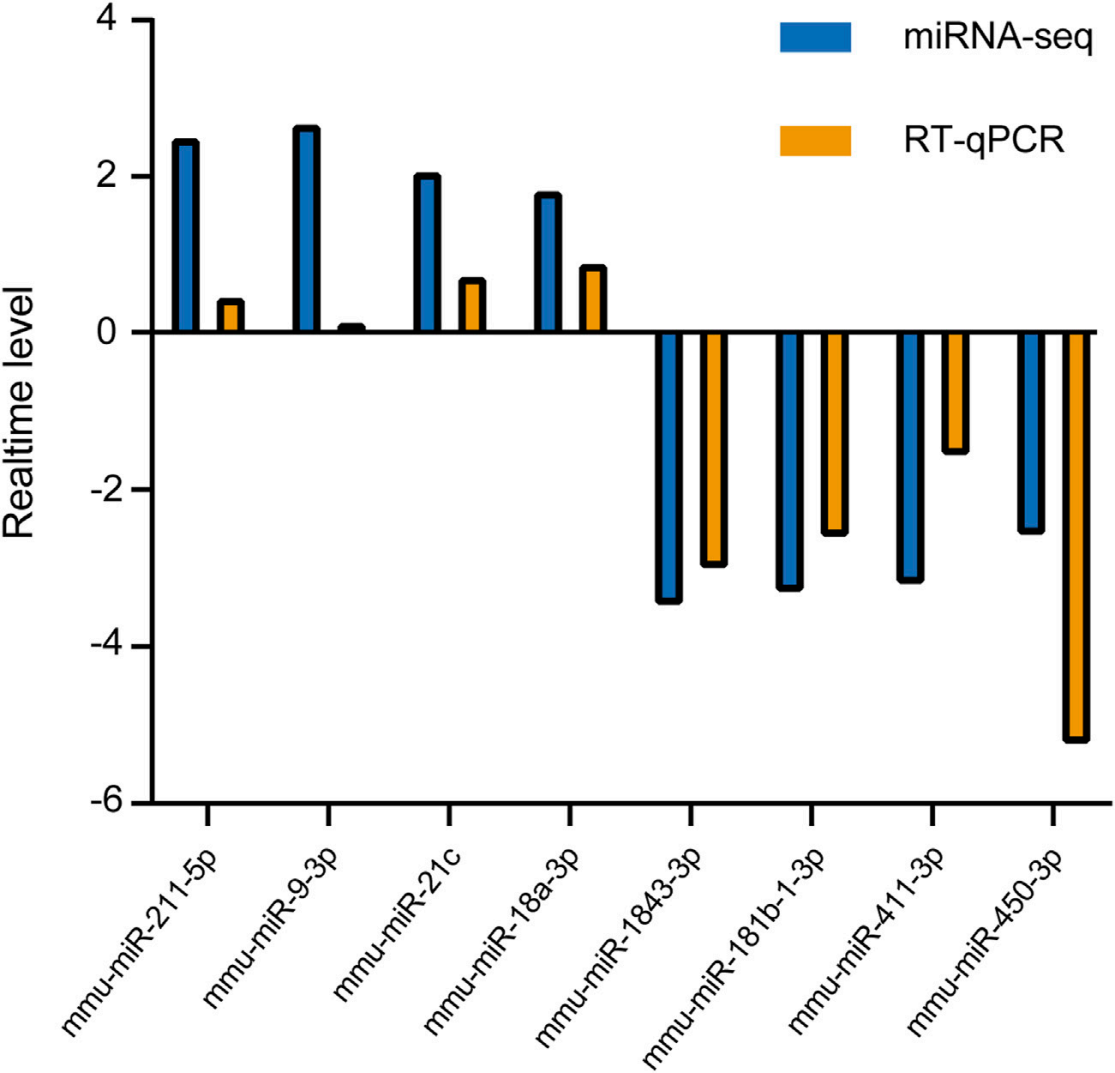
RT-qPCR validation of candidate DEmiRs. Four miRNAs (mmu-miR-211-5p, mmu-miR-9-3p, mmu-miR-21c, and mmu-miR-18a-3p) were upregulated, and four miRNAs (mmu-miR-1843a-3p, mmu-miR-181b-1-3p, mmu-miR-411-3p, and mmu-miR-450-3p) were downregulated in CIH-treated mice. The RT-qPCR data confirm the trends observed in miRNA-seq, supporting the reliability of the sequencing results. Each miRNA’s relative expression level was normalized to U6 and presented as fold change (mean ± SD).

### 3.4 Construction of the miRNA–mRNA network

miRNAs for the miRNA–mRNA network construction were selected based on their statistical significance, fold-change values, and biological relevance, as determined through GO and KEGG pathway analyses. We chose eight miRNAs, mmu-miR-211-5p, mmu-miR-184b-1-3p, mmu-miR-450b-3p, mmu-miR-411-3p, mmu-miR-9-3p, mmu-miR-1843a-3p, mmu-miR-21c, and mmu-miR-18a-3p, and integrated them with the corresponding target genes into the miRNA–mRNA network created using the Cytoscape platform (Figure 5). Our research findings provided a new research strategy for exploring the potential mechanisms of these DEmiRs by revealing their targeted mRNA.

**FIGURE 5:**
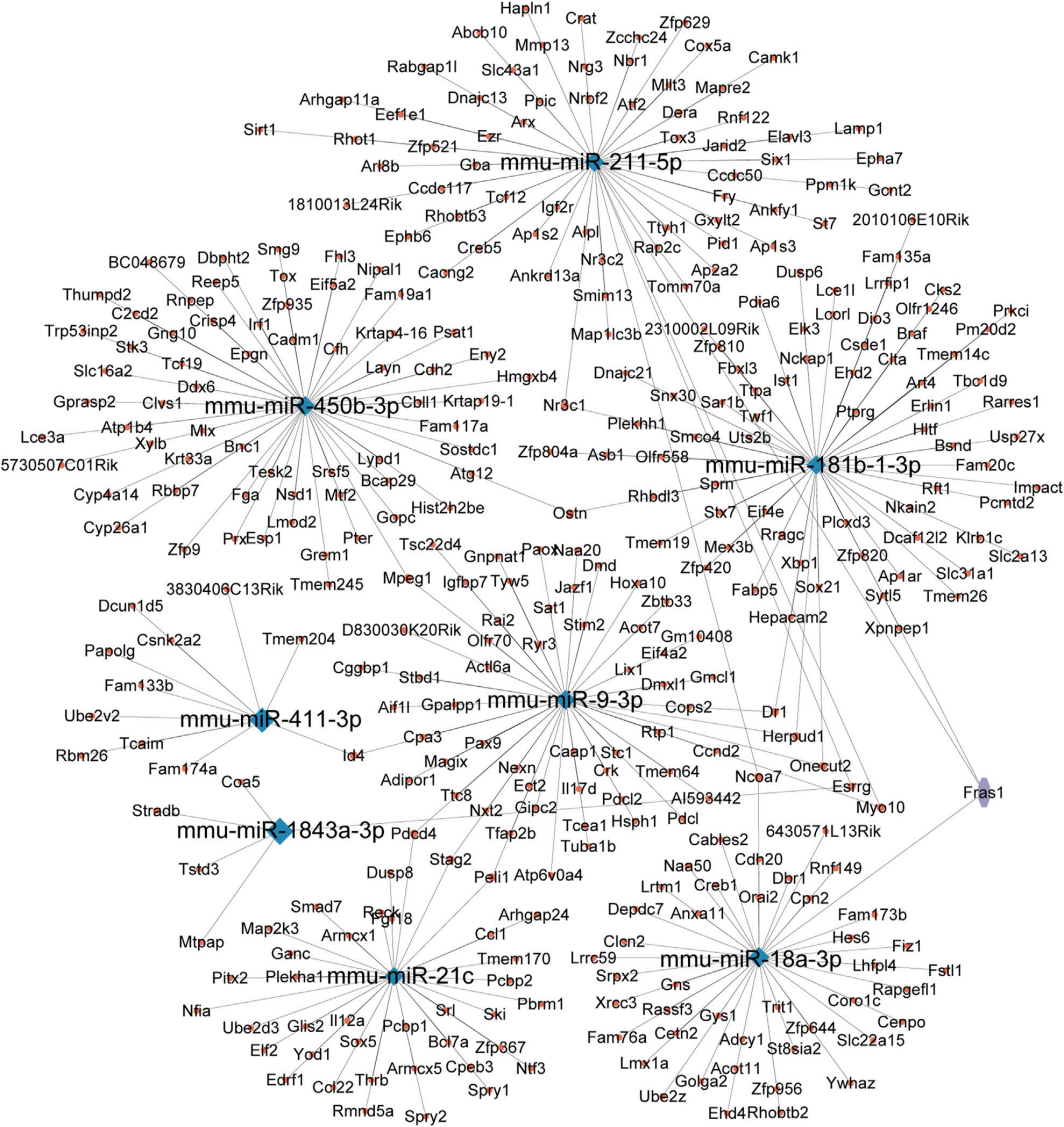
miRNA–mRNA interaction network. This network was constructed based on the predicted target genes of the five selected DEmiRs. Blue nodes represent the miRNAs, while red nodes represent the corresponding mRNAs. The edges between miRNAs and mRNAs indicate potential regulatory relationships, suggesting how these miRNAs might influence gene expression in the context of CIH-induced WAT dysfunction.

## 4 Discussion

To our knowledge, our current study reported for the first time a comprehensive analysis of the differential expression profile of miRNAs in a mouse model of WAT injury induced by CIH. We also systematically explained the potential functions and pathway enrichments through bioinformatics analysis. The results of the study could promote our understanding of how miRNA expression alteration acts in the unrevealed mechanism of OSA-related WAT dysfunction.

OSA has been considered one of the causes of several metabolic disorders. CIH, a key characteristic of OSA, plays an important role in the pathological process of the disease. Previous studies have proven that long-term CIH leads to insulin resistance in lean mice by durably altering the insulin signaling pathway in WAT (Murphy et al., 2017). Importantly, insulin resistance is the independent risk factor of OSA (Bros et al., 2018; Gao et al., 2022b). The ApoE−/− model is well-established in obesity-related pathophysiology, making it an ideal system for studying metabolic dysfunction in the context of CIH-induced WAT injury. Furthermore, the model has been shown to exhibit significant metabolic alterations, making it highly relevant to OSA-related research. Additionally, CIH can also lead to vascular rarefaction and inflammation in the body. Vascular rarefaction obstructs the nutrient acquisition of white adipose tissue, while inflammation leads to changes in the size, morphology, and dysfunction of white adipose tissue (Kawai et al., 2021). Recent studies suggest that continuous positive airway pressure (CPAP) may be beneficial for adipose tissue hormone levels among individuals with OSA (Zirlik et al., 2011). All these factors might result in WAT dysfunction. However, the exact mechanism between OSA and WAT dysfunction remains to be explored.

miRNAs represent a series of noncoding small RNAs and play key roles in the posttranscriptional regulation of gene expression. This suggests that miRNA may be a new perspective for understanding diseases, and many studies have indeed confirmed this, such as miRNAs acting as therapeutic targets for cardiovascular diseases (Zhou et al., 2018). Zhou et al.’s (2018) research showed that it is possible to prevent post-infraction remodeling and improve cardiac function by administering miR22 anti-miRNAs in elderly mice (Zhou et al., 2018). In addition, Kim et al. found that microRNA-21-mediated SATB1/S100A9/NF-κB axis promotes chronic obstructive pulmonary disease pathogenesis (Kim et al., 2021). However, few studies have combined miRNA and CIH-induced WAT dysfunction. Therefore, we took advantage of the ApoE-deficient mouse model to reveal role miRNAs play in the pathology of WAT dysfunction caused by CIH.

In the current study, 31 miRNAs were found to be differentially expressed during the process of CIH-induced WAT injury, of which 13 were upregulated and 18 were downregulated. The specific DEmiRs were evaluated by RT-qPCR, and the results were found to be consistent with miRNA-seq data. In addition, miRNAs may participate in diverse biological and pathological processes. For instance, miR-210 was significantly upregulated during hypoxia and played a protective role by inhibiting apoptosis and regulating cell proliferation, differentiation, migration, and angiogenesis in hypoxic cells (Guan et al., 2019). Additionally, research revealed that miR-133a participated in the early pathology of MI, and in subsequent cardiac remodeling (Xiao et al., 2019). Furthermore, the enlargement of miR-411-3p could inhibit cell proliferation and migration in lung fibroblasts with TGF-β1 treatment and attenuate lung fibrosis in silicotic mice (Gao et al., 2020). However, the roles of these DEmiRs in the development of CIH-induced WAT injury remain poorly understood.

We subjected these DEmiRs to GO and KEGG enrichment analyses in order to further determine their biological function in CIH-induced WAT dysfunction. The results showed that approximately 71 pathways might be regulated by these DEmiRs. For the upregulated DEmiRs, the lysosome pathway was the most enriched one. The autophagy–lysosomal degradation pathway plays a fundamental role in cellular, tissue, and organismal homeostasis. During autophagy, excess mitochondria in adipose tissue are eliminated, leading to the transformation of brown adipose tissue into white adipose tissue (Li and Ding, 2017). Excessive white adipose tissue could cause a series of tissue function disorders. Previous research have demonstrated that it is possible to ameliorate liver steatosis and fibrosis and to decrease serum FFA levels via adipose tissue–liver crosstalk under autophagy suppression conditions (Sakane et al., 2021). We subjected the GO and KEGG enrichment analyses of DEmiRs. Combining the results and previous studies, we concluded that the enriched lysosome pathway might participate in many disease procedures. Although lysosome pathways play important roles during the pathological process of CIH-induced WAT dysfunction, the exact mechanism remains to be fully understood. Simultaneously, our investigation into the realm of OSA disease has also yielded notable advancements, such as the CGMP-PKG signaling pathway, which may become a vital research direction in the future.

Thus, we predicted the assumed target of these DEmiRs using miRWalk and miRDB databases. The intricate mRNA networks demonstrated that the regulation of mRNA by miRNAs was not a one-to-one process. Clarifying the functions of these target genes could enrich our understanding of the complicated molecular mechanisms of WAT dysfunction induced by CIH. In this study, we found miR-211-5p could target Sirtuin 1 (SIRT1), a histone/protein deacetylase implicated in aging, metabolism, and stress resistance. SIRT1 regulates endothelial nitric oxide (NO) synthase, restores NO availability, and is involved in different aspects of cardiovascular disease. Previous research has shown that the blood level of SIRT1 has a strong association with OSA (Chen et al., 2015). Successful treatment for OSA with nasal CPAP can restore blood levels of the SIRT1 protein and its activity and serum levels of NOx. Therefore, up- or downregulation of the gene coding SIRT1 may be involved in the process of CIH-induced WAT dysfunction. It is therefore imperative to explore in more detail the function and molecular mechanism of these differentially expressed miRNAs in the future.

However, our study still has some limitations. First, we did not conduct cell-specific identification of these miRNAs. Their role in the disease has not yet been elucidated, which will be the focus of our next work. Second, we used only male ApoE-deficient mice in our study, which limits generalizability across different biological sexes. Including female mice would make the results more robust and applicable to a broader population. Third, the small sample size of the experiment makes it challenging to achieve universality of the current results. 

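The spread between the 3 libraries of each group sets what a sample of this size can show. Over the 395 miRNAs with a mean of at least 10 CPM, the median coefficient of variation was 84.1% in the control group and 27.6% in the CIH group. The biological coefficient of variation, which edgeR estimates from the counts beyond counting error, was 1.43 in the control group, 0.435 in the CIH group and 1.05 over both. To state what this spread allows, counts were simulated for 633 miRNAs with these library sizes, with 200 miRNAs changed by 8-fold. Each miRNA was drawn independently. Unless another is given, the spread that edgeR estimates over both groups, called the observed spread here, was used for control and CIH alike. At the observed spread, 610.3 of the simulated miRNAs passed the filter on low counts on average and were tested. Of the changed ones among them, 3.25% had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test and the right direction. An unadjusted p-value under 0.05 from the same test, in either direction, was reached by 53.1%. At a biological coefficient of variation of 0.2, with 623.3 tested, 99.9% had an adjusted p-value under 0.05 and the right direction. With no miRNA changed and the observed spread, 601.3 miRNAs were tested on average, and the study's criteria gave 22.9 of them on average over 10 simulations, with a range of 15 to 31. The simulations hold neither the larger spread of the control group nor differences shared by many miRNAs. The range may therefore be too narrow for these libraries. The observed spread includes control 3, which correlated with control 1 and control 2 at 0.604 and 0.660. In the data without control 3, 118 miRNAs had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test, and without any other single library 0 did. The simulations used the spread of all 6 libraries, so they do not state what the libraries without control 3 allow.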

Fourth, the study lacks appropriate controls to evaluate the impact of ApoE deficiency independently of CIH-induced effects. Comparisons with wild-type mice under similar hypoxic conditions could help delineate the specific contributions of ApoE deficiency. Fifth, the criteria for selecting CIH-induced injury in WAT are based solely on miRNA expression profiles without consideration of gold standard metabolic or histological assessments. This may undermine our research, causing it to lack convincing persuasiveness.

In summary, our study for the first time used miRNA-seq technology to analyze DEmiRs in a CIH-induced WAT dysfunction mouse model. These findings have helped better understand OSA-related WAT dysfunction molecular etiology. In the future, further studies on the mechanism of these miRNAs will help provide new treatment strategies for this disease.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE292464.

# Supplementary material for: A comprehensive analysis of microRNA alteration in an ApoE(−/−) mice model of white adipose tissue injury induced by chronic intermittent hypoxia
**Source:** Front Genet. 2025 Mar 26;16:1474223. doi: 10.3389/fgene.2025.1474223
**Supplement:** Supplementary file 1

| **Gene** | **Sequence (5’->3’)** | **Length(bp)** |
| --- | --- | --- |
| U6 | F:5’GCTTCGGCAGCACATATACTAAAAT3’  R:5’CGCTTCACGAATTTGCGTGTCAT3’ | 89 |
| mmu-miR-21c | GSP:5’GGGGGTTAGCTTATCAGACTG3’  R:5’GTGCGTGTCGTGGAGTCG3’ | 65 |
| mmu-miR-411-3p | GSP:5’GGGGTATGTAACACGGTCCA3’  R:5'GTGCGTGTCGTGGAGTCG3' | 64 |
| mmu-miR-211-5p | GSP:5'GGTTCCCTTTGTCATCCT3’  R:5'CAGTGCGTGTCGTGGAG3' | 64 |
| mmu-miR-18a-3p | GSP:5’GGGAACTGCCCTAAGTGCTC3’  R:5’GTGCGTGTCGTGGAGTCG3’ | 65 |
| mmu-miR-1843a-3p | GSP:5’GGGCTCTGATCGTTCACCTC3’  R:5'GTGCGTGTCGTGGAGTCG3’ | 64 |
| mmu-miR-181b-1-3p | GSP:5’GGGGGCTCACTGAACAATG3’  R:5'GTGCGTGTCGTGGAGTCG3’ | 64 |
| mmu-miR-9-3p | GSP:5’GGGGGGATAAAGCTAGATAACC3'  R:5’ GTGCGTGTCGTGGAGTCG3’ | 66 |
| mmu-miR-450b-3p | GSP:5'GGGATTGGGAACATTTTGC3'  R:5'GTGCGTGTCGTGGAGTCG3' | 63 |

**Table1 Primers used for RT-qPCR.**

How the deposited data were processed for this re-analysis (not part of the article)

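The data are miRNA-seq of WAT from 3 ApoE-deficient mice kept under CIH for 8 weeks and 3 control mice. The authors deposited raw read counts for 707 mature miRNAs in the 6 libraries, which sum to between 636963 and 4783768 counts per library. The authors' trimming, alignment, miRNA database release and handling of reads that match several miRNAs are not named in the paper's text. Such choices could change which of several similar miRNAs a read is counted for: 17 of the miRNAs with at least 50 counts fell into 8 sets with identical counts in all 6 libraries. The libraries were assigned to the groups by their labels. The counts of every pair of libraries differed by more than counting noise, so each library was used as 1 replicate.

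What was computed from these counts is as follows. The 633 miRNAs with at least 10 counts summed over the 6 libraries were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, group as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment. The study's criteria were taken as an unadjusted p-value under 0.05 and a change of at least 1.5-fold, from the statistics section and the lines of Figure 1B. Standard errors of log2 fold changes were computed from the fold change and the test statistic. A fold against a group with at most 3 counts in every library was computed against that floor. Clustering used log2 CPM with a prior count of 2, and the scatter used CPM with a pseudocount of 1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these. The testing was first tried on simulated data with known changes.

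The alternatives set before the data were examined were DESeq2 1.42.0, library totals, RLE factors and upper-quartile factors, library sizes without the 5 most abundant miRNAs, 3 other filters on low counts, edgeR's exact test, limma 3.58.1 with voom, an ordinary linear model on log2(CPM + 1), robust empirical Bayes, the replicate number as a block, a threshold of 2-fold, and each library left out in turn. The rule for the miRNAs named, also set before, took every miRNA the study names, the 5 with the smallest p-value in each direction and the 3 most abundant. Because the files do not pair accessions with names, only the 2 with the smallest p-value in each direction are named by accession, the miRNAs that the study names are not analysed here in the counts, and lists of miRNAs typical of other cell types were not tested. GO and KEGG terms, RT-qPCR values and predicted targets are not analysed here. Primers and hairpins were matched on GRCm38 with GENCODE release M21. With 3 libraries against 3, an exact permutation test cannot give a p-value under 0.1.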

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

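The settings named as added were chosen after seeing the data, from a larger number tried, because they gave the paper's number of upregulated or downregulated miRNAs. The others were set before the data were examined.

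The count of miRNAs with an adjusted p-value under 0.05 was 0 in 19 of the 20 alternatives set before, with 16 miRNAs at an unadjusted p-value under 0.05 with the original settings. The exception left out control 3. Among the 19 is the threshold of 2-fold, which uses the original fit and could not change this count. Across the 6 fits that each left out one library, the count ran from 0 to 118, the number of DEmiRs by the study's criteria from 1 to 238, the upregulated ones from 0 to 163 and the downregulated ones from 1 to 75. The value of 238 came without control 3 and the value of 1 without CIH 3. All 16 original DEmiRs were among the 238, and 1 of them was called without CIH 3.

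With the original settings 3 miRNAs were upregulated and 13 were downregulated, 16 in all. DESeq2 gave 8 upregulated and 26 in all. Library totals gave 6 upregulated and 7 downregulated. Upper-quartile factors gave 1 upregulated, 38 downregulated and 39 in all, and moved the median log2 fold change of all miRNAs to -0.52. Library sizes without the 5 most abundant miRNAs gave 7 upregulated. Without a filter 8 were upregulated, and edgeR's filterByExpr filter, which tests 407 miRNAs, gave 6 downregulated and 8 in all. The filter of at least 10 counts in every library, which tests 238 miRNAs, gave 2 upregulated and 9 downregulated. Of its 11 in all, 4 were among the original 16. The exact test of edgeR gave 10 upregulated and 29 in all. limma voom gave 68 upregulated, 7 downregulated and 75 in all, of which 9 were among the original 16. The ordinary linear model gave 7 upregulated and 6 downregulated. Of the added settings, the exact test without a filter gave 13 upregulated and 32 in all, the exact test with dispersions from the design gave 7 upregulated and 25 in all, and the ordinary linear model without a filter gave 13 upregulated and 6 downregulated. Apart from the filterByExpr filter and the filter of at least 10 counts in every library, which test fewer miRNAs, the cause was not tested. RLE factors, robust empirical Bayes and a threshold of 2-fold gave all of the original 16, with 17, 16 and 16 miRNAs in all.

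The labels give both groups the same replicate numbers. The deviations of same-numbered libraries from their group means correlated at 0.391, -0.133 and 0.0532 for replicates 1, 2 and 3. Replicates 2 and 3 lay under the 0.1 asked of each, so the numbers do not pair the libraries throughout. Control 1 and CIH 1 lay over it, and what they share was not tested. With the replicate number as a block, 0 miRNAs had an adjusted p-value under 0.05, and by the study's criteria 2 were upregulated and 1 was downregulated, 3 in all.

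The 4 named miRNAs were chosen for their small p-values, and their log2 fold changes kept their sign in every setting that tested them. MIMAT0000679 no longer met the study's criteria in 8 of 24 settings, MIMAT0025148 in 4 of 24, MIMAT0004527 in 2 of 23 and MIMAT0014822 in 1 of 23, the fit with the block included. DESeq2 gave no p-value for MIMAT0000679, so that setting is not among its 24 and is no sign that it met the criteria. The difference between within-group and between-group correlations was 0.0688 with a prior count of 0.5, 0.0847 with Spearman correlation and 0.00300 over the 238 miRNAs with at least 10 counts in every library, where control 2 stood alone and control 1 joined the other 4 libraries, and ran from -0.0167 to 0.250 with each library left out in turn, where it reversed without CIH 2 (-0.0167) and CIH 3 (-0.0135). The cause was not tested. The correlation of the group means ran from 0.724 to 0.963 with each library left out in turn, the number of miRNAs over 1.5-fold higher from 181 to 386 and the number lower from 110 to 171. The lists of miRNAs by cell type and by genomic cluster were not run, because the files do not pair accessions with names. Counts in single digits limit MIMAT0004527 in every library.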

Differences from the paper's values

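The paper gives 31 DEmiRs in all, and 16 were found here by the study's criteria. The paper's text does not say which test or fold cutoff gave the 31, so a different test may lie behind the difference. Of the settings set before, the ordinary linear model on log2(CPM + 1) is the closest to the unpaired t-test of the statistics section. It gave 7 upregulated and 6 downregulated miRNAs, 13 in all. Of the alternatives set before the data were examined, DESeq2 (26), upper-quartile factors (39), no filter (22) and edgeR's exact test (29) came within 1.5 times of the paper's number, and the others did not. The paper gives 13 upregulated miRNAs, and 3 were found here. Among the alternatives set before, edgeR's exact test (10) and the fit without control 1 (9) came within 1.5 times, and the others did not. Of the settings chosen after seeing the values, edgeR's exact test without a filter gave 13 upregulated miRNAs and 32 in all, and an ordinary linear model on log2(CPM + 1) without a filter gave 13 upregulated and 6 downregulated. The paper's number of downregulated miRNAs, 18, was also the number given by DESeq2, which was set before, and by edgeR's exact test with dispersions from the design, with TMM or RLE factors, which was chosen after seeing the values. The settings chosen after seeing the values are named here because they gave 13 upregulated or 18 downregulated miRNAs. Other settings tried at that stage did not and are not listed, so these matches do not show which test the paper used.

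In the scatter of group means, about 220 miRNAs are given as lower in Fig. 1D, and 140 were found here. The scatter with a pseudocount of 0.1 (159), with TMM factors (197), without control 3 (152) and without CIH 3 (171) came within 1.5 times, and the other alternatives set before did not.

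Fig. 1A shows the 3 control libraries in one cluster, on the study's DEmiRs. Here control 3 clustered with the CIH libraries over the 633 miRNAs tested, and over the 16 DEmiRs found here control 1 separated from the other 5 libraries.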

Other observations

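All tests in this part were chosen after the results were seen.

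The 16 miRNAs that met the study's criteria were set against other ways of grouping the same libraries. Of the 10 splits of the 6 libraries into 3 and 3, 7 gave at least as many miRNAs by the study's criteria, the real split included. The counts ran from 8 to 76, and the largest came from control 1, control 2 and CIH 1 against the other 3 libraries. An adjusted p-value under 0.05 was reached by 0 miRNAs in each of the 10 splits, beside 16 at an unadjusted p-value under 0.05 in the real one. The real split did not stand out from the others. The other splits also contain the differences between control libraries described next, so they are no reference without a difference, and an effect of CIH stays open.

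The 3 control libraries were less alike than the 3 CIH libraries, with a mean correlation of 0.698 within the control group and 0.958 within the CIH group. Among the 174 miRNAs with at least 100 counts in every CIH library, 29 had 0 counts in control 1, 18 had 0 counts in control 2 and 0 had 0 counts in control 3. At their mean level in the CIH libraries, each of the 29 would have had at least 192 counts in control 1 and each of the 18 at least 671 in control 2. Differences in depth do not account for the pattern: with every library drawn down to 636963 counts, the correlation within the control group was 0.693. Counts taken up by a few abundant miRNAs do not account for the miRNAs at 0 counts. With the 10 most abundant miRNAs out of every total, each of the remaining 164 miRNAs with at least 100 counts in every CIH library would have had at least 180 counts in control 1, where 29 of them had 0, and at least 609 in control 2, where 18 had 0.

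What stays open is which libraries differ and why. Reads counted for several similar miRNAs stay open: with miRNAs of identical counts kept once the correlation within the control group was 0.703, but this removed at most 0.355% of the counts of a library and does not reach reads divided between similar miRNAs. Control 3 had a mean correlation of 0.961 with the CIH libraries, as high as among the CIH libraries themselves. A mislabelled sample is one candidate explanation; another is a different mix of cells in the pieces of WAT, in which case the 29 miRNAs at 0 counts in control 1 may come from cells that this piece lacked. These cannot be told apart here, because the same values arise where control 1 and control 2 are the libraries that differ, and because the miRNAs were not matched to names or to lists by cell type. An effect of CIH on the spread between mice also stays open and was not tested. The correlation of 0.391 between the deviations of control 1 and CIH 1 stays unexplained too. Neither the labels nor the paper's text gives a sequencing batch.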
